A study of Homo sapiens with 8 samples. Its data were reported in "NUP133 Controls Nuclear Pore Assembly, Transcriptome Composition, and Cytoskeleton Regulation in Podocytes" (2022).

How the data were processed

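Transcript abundance was measured by bulk RNA sequencing in AB8/13 cells, an immortalized human line of podocytes, the epithelial cells that wrap the capillaries of the kidney filter. NUP133 encodes a scaffold protein of the nuclear pore complex, the channel between nucleus and cytoplasm. The 8 libraries came from 4 clonal lines with 2 libraries each. WT-1 and KO-1 were made from one monoclonal background of the parental line, and WT-2 and KO-2 from another. KO lines had been edited with the nuclease Cas9 and a guide against NUP133 delivered by lentivirus, and WT lines had received the same plasmid with no guide. Cells were kept at 33 °C and plated on collagen IV for 24 h before harvest. Libraries were poly(A) selected, prepared with a directional kit and read as paired ends, so transcripts with no poly(A) tail, such as most histone transcripts, were captured poorly. A further experiment on NUP133 mutants was not analysed here.

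The authors trimmed the reads with Cutadapt or fastp, aligned them to the human genome GRCh38 with HISAT2, counted them per gene with featureCounts and divided each library by its DESeq2 size factor. The deposited values are therefore a signal scaled to a common depth, called normalized counts below, with no correction for transcript length. Tool versions, the strand setting of the counting and the treatment of reads with several alignments were not stated. Genes that overlap another gene, and genes with near-identical copies, are for that reason uncertain. Every low value in a library was a whole multiple of 1 step, so that whole reads could be recovered: 100% of the values came out whole in each of the 8 libraries. Recovered assigned reads ranged from 16125447 to 29120067 per library and size factors from 0.737 to 1.48. The table held 28395 genes by Entrez gene ID, of which 27745 matched a symbol in the RefSeq annotation of GRCh38 patch 14. Coordinates are from that annotation, and guide positions and exons from GENCODE 44 on the same assembly. A read was present in at least 1 library for 20310 genes.

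Genes with a mean of at least 10 normalized counts over the 8 libraries were tested (13634 genes, 65 of them with no symbol). Values were analysed as log2(normalized count + 1) with limma 3.58.1 in R 4.3.3, using empirical Bayes moderation with an abundance trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Fold changes are on this scale, which understates the change of genes with few reads. The main comparison set the 4 KO libraries against the 4 WT libraries with genotype as the sole term, as the study pooled the clones of a genotype. This treats the libraries of a clone as independent. A model with a mean per clone gave KO-1 against WT-1, KO-2 against WT-2, WT-2 against WT-1, KO-2 against KO-1, and the interaction, which is the KO effect in background 2 minus that in background 1. Genes were called at an adjusted p below 0.05, and a shorter list also required a change over 2-fold. The count models edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 (Wald test) were run on recovered reads as alternatives, because the deposited values were not counts.

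Gene lists were written by hand or by gene family: nucleoporin genes (32, with NUP133 left out of the set test), ribosomal protein genes (79), histone genes (73), cell junction genes (83), integrin adhesion genes (75) and podocyte markers (67, of which 13 are also in another list). Each was tested with camera, a competitive set test, at a preset correlation of 0.01 between genes, adjusted over these lists and 1 further list that is not reported here. The samples, the designs, the lists and the alternatives not described as added were fixed before the data were examined. Genes named individually were NUP133 and NUP107, PPME1, COL18A1 and NPR3, which the study singled out, and the 5 that rose and 5 that fell most among called genes with a mean of at least 50 normalized counts and all 4 KO libraries on one side of all 4 WT libraries. Up to 6 called members of a list could also be named. No fold change was given against a group with at most 3 reads in each library. The floor of 3 reads was used there, worth 2.03 to 4.07 normalized counts depending on the library, and it covers counting error only.

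Replicates 1 and 2 carry numbers in the sample labels. A fit with the replicate number as a block was an alternative fixed before the data were examined. After subtraction of clone means, libraries with the same number deviated together for every pair of clones (r across 13634 genes from 0.107 for WT-1 with KO-2 to 0.44 for KO-1 with KO-2). Each clone gives only 1 difference between replicates, whose direction may match that of other clones by the labels alone. These correlations therefore do not show that the numbers pair the libraries. The labels do not say what the number stands for. The 2 libraries of a clone differed by more than counting noise (chi-square per gene from 9.68 in WT-1 to 31.1 in KO-1), and each was counted as a separate replicate.

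Other alternatives were pseudocounts of 0.1 and 5, no minimum count and a minimum of 50, quantile and TMM scaling, robust moderation, a background term, the clone as a random effect, clone means, each background alone, a stricter adjusted p, a test against a 2-fold change, other set tests and leaving out each library in turn. Alternatives chosen after seeing the data were removal of a running median over 51 neighbouring genes from each library, alone and with the replicate block, and DESeq2 with shrunken fold changes. Contiguous shifts along chromosomes were sought after seeing the data by splitting each chromosome into segments of at least 20 genes, on log2 differences limited to 1.5 in size, with 100 shuffles of gene order setting the threshold. GC content and transcript length were known for 97.5% of genes tested. The tests were checked on simulated data with 200 changed genes among 13634: the pooled fit called 94.5% of these, with 6.4% unchanged genes among its calls, and the interaction contrast called 66.0%. Apart from the changed genes, the simulated clones differed only by the spread within a clone. In the real data, libraries of a clone were correlated (0.538). The simulation therefore does not say how many calls of the pooled fit come from differences between clones. A simulated shift of a region was located to within 1 gene in a scan of 13527 genes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were also used.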

Results

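Podocytes with NUP133 knocked out were compared with WT podocytes by RNA sequencing, with 1 clone of each genotype from either background. Each of the 4 clonal lines was represented by 2 libraries, which gave 4 WT and 4 KO libraries. Assigned reads were 22228650 and 16206910 in WT-1, 26383018 and 16125447 in WT-2, 21981491 and 24880020 in KO-1, and 29120067 and 16307618 in KO-2, in the order of the replicate numbers. The 10 most abundant genes of a library took between 6.05% and 7.42% of its reads, mitochondrial genes between 4.08% and 5.22%, and between 16369 and 17664 genes had a read.

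The targeted gene was examined first. NUP133 (gene ID 55746) lies on chromosome 1 from 229440259 to 229508341 (GRCh38) on the minus strand. The published guide sequences matched coding sequence, sgRNA 1 in exon 6 (229498245 to 229498264) and sgRNA 2 in exon 1 (229508070 to 229508089). Normalized counts of NUP133 were 1463 and 1545 in WT-1, 1576 and 1658 in WT-2, 105 and 154 in KO-1, and 226 and 226 in KO-2. The mean was 1560 ± 80.6 in WT and 178 ± 59.4 in KO (SD, n = 4), all 4 KO libraries lying below all 4 WT libraries. The log2 fold change was -3.19 (SE 0.22, limma with Benjamini-Hochberg adjustment, adjusted p = 5.45e-05). Over 25 alternatives the adjusted p ranged from 5e-44 in DESeq2, which moved it most, to 0.0455 with the libraries of each clone averaged in limma. The log2 fold change moved most in single backgrounds, to -3.56 in background 1 and -2.83 in background 2. The difference between the backgrounds did not pass in limma (adjusted p = 0.0733) but did with the replicate number as a block (limma, adjusted p = 0.0161, range 0.0161 to 0.222 over 8 alternatives). The transcript of the binding partner NUP107 (gene ID 57122, chromosome 12, 68686978 to 68745809) was at 2709 ± 270 in WT and 3209 ± 329 in KO (SD, n = 4), a log2 fold change of 0.24 (SE 0.11) that did not pass the threshold (limma, adjusted p = 0.186).

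**Figure D1:**
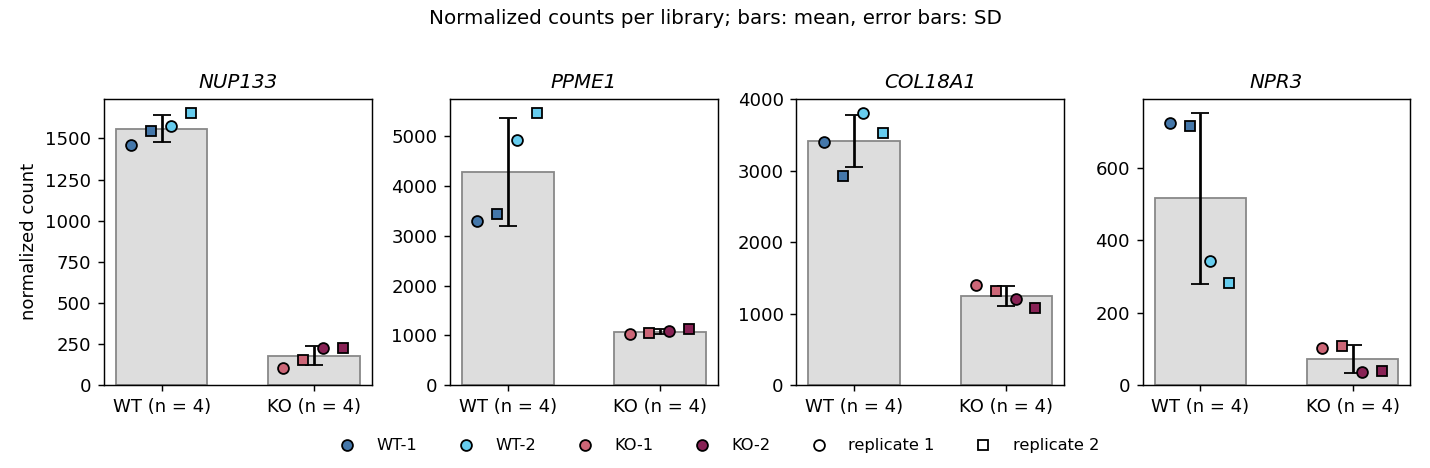
Normalized counts of NUP133, PPME1, COL18A1 and NPR3 in the 8 libraries, each point a library, bars the mean of a genotype and error bars the SD (n = 4). NUP133 was at 1463 to 1658 normalized counts in the WT libraries and at 105 to 226 in the KO libraries.

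Across the transcriptome, 1216 of 13634 genes tested (8.92%) differed between KO and WT at an adjusted p below 0.05 in limma, 603 higher and 613 lower in KO. Without adjustment, 3666 genes had a p below 0.05. The change exceeded 2-fold in 448 of the called genes, 213 higher and 235 lower. All 4 KO libraries lay on one side of all 4 WT libraries in 1190 of the called genes, and in 18.6% of all genes tested. Chance would give 2.86% if the 8 libraries were independent. Libraries of a clone were correlated (within-clone correlation 0.538), so differences between clones alone can raise this share. Averaging the libraries of each clone moved the count most, to 11 genes, and DESeq2 on recovered reads called 2058, of which 1215 were among the 1216. Leaving out single libraries lowered the count by over 1.5-fold in 5 of 8 fits, to 584 without WT-2 replicate 1, 629 without KO-2 replicate 2, 671 without WT-1 replicate 2, 721 without WT-1 replicate 1 and 748 without KO-1 replicate 2. Between 564 and 885 of the 1216 genes were called in each of these 8 fits, and none of the 1216 (0) changed sign.

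Podocyte transcripts that the study had singled out were examined next. PPME1 (gene ID 51400, chromosome 11, 74171289 to 74254703), which encodes a phosphatase methylesterase, fell from 4290 ± 1086 to 1070 ± 45.9 normalized counts (SD, n = 4), a log2 fold change of -1.97 (SE 0.16, limma, adjusted p = 0.000135). COL18A1 (gene ID 80781, chromosome 21, 45405165 to 45513720), a collagen gene, fell from 3418 ± 368 to 1251 ± 140 (SD, n = 4), a log2 fold change of -1.45 (SE 0.12, limma, adjusted p = 0.00013). NPR3 (gene ID 4883, chromosome 5, 32690872 to 32791720), a natriuretic peptide receptor gene, fell from 516 ± 238 to 70.7 ± 38.9 (SD, n = 4), a log2 fold change of -2.90 (SE 0.44, limma, adjusted p = 0.00418). NPR3 lies within a stretch of chromosome 5 whose genes were lower as a group in KO-2, and it stayed called with that regional shift removed, an alternative chosen after seeing the data (limma, adjusted p = 0.00205). The calls of all 3 genes were lost with clone means in limma, at adjusted p of 0.0671 for PPME1 and COL18A1 and 0.184 for NPR3, the highest values over 25 alternatives whose lowest were 7.93e-27, 7.59e-26 and 4.49e-06. For PPME1 and COL18A1 the study also reported less protein in KO cells, and a rescue when NUP133 was put back into KO-1. Protein and rescued cells were not analysed here. PPME1 was at 3371 and 5210 normalized counts on average in WT-1 and WT-2, and at 1036 and 1104 in KO-1 and KO-2. Its fall was larger in background 2, where the WT level was higher, by -0.53 on the log2 scale (limma interaction, adjusted p = 0.0316). For COL18A1 this test did not pass (limma, adjusted p = 0.0828) but did with the replicate block (limma, adjusted p = 0.00645, range 0.000356 to 0.599 over 8 alternatives). COL18A1 lies on chromosome 21, which was lower as a whole in KO-2 against WT-2 (median -0.43). With the regional median removed, an alternative chosen after seeing the data, its interaction went from -0.47 to -0.15. It then did not pass (limma, adjusted p = 0.599, or 0.376 with the block), so the regional shift may account for this difference. COL18A1 overlaps SLC19A1 (1136 normalized counts on average) and PPME1 overlaps P4HA3 (44.9), so their counts are uncertain by an unknown amount.

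Among called genes with separated libraries and a mean of at least 50 normalized counts, the largest fitted decrease was that of PREX2 (gene ID 80243, chromosome 8, 67952046 to 68237032). It was at 137 ± 33.3 normalized counts in WT (SD, n = 4), and the KO libraries held 0, 0, 2 and 0 reads, so that it was at least 49.9-fold lower in KO (limma, adjusted p = 3.96e-05). GDF6 fell from 255 to 6.55 normalized counts on average (log2 fold change -5.31, limma, adjusted p = 0.000128), CLEC4OP, a pseudogene and so prone to shared reads, from 129 to 4.58 (log2 fold change -4.98, limma, adjusted p = 0.00167), and PCDH20 from 2141 to 104 (log2 fold change -4.65, limma, adjusted p = 0.000406). SOX17 had 0 reads in both KO-1 libraries, which placed it at least 74.2-fold lower in background 1, against 6.45-fold lower in background 2 (pooled fit, limma, adjusted p = 0.0119). The largest increase was that of HS6ST2 (gene ID 90161, chromosome X, 132626015 to 132961370), at 342 ± 240 normalized counts in KO (SD, n = 4) with 5 reads in WT-2 replicate 1 as the only reads in WT. It was at least 39.0-fold higher in background 1 (pooled fit, limma, adjusted p = 0.000242). SERPINB2 rose from 54.1 to 1664 on average (log2 fold change 4.16, limma, adjusted p = 0.0151), NDRG2 from 19.4 to 167 (log2 fold change 3.59, adjusted p = 0.0122), GALNT16 from 7.61 to 97.8 (log2 fold change 3.57, adjusted p = 0.000227) and DUSP15 from 8.02 to 96.4 (log2 fold change 3.43, adjusted p = 0.000332). NDRG2 overlaps ARHGEF40 (1078 normalized counts) and GALNT16 overlaps ERH (6082), so the counts of NDRG2 and GALNT16 are uncertain. Of these 10 genes, PREX2 and GDF6 kept an adjusted p below 0.05 with clone means (limma, 0.0455 and 0.0468), and the other 8 lay between 0.0542 and 0.278. These were the highest values over 25 alternatives for each gene, and the lowest lay between 4.83e-48 for GDF6 and 6.18e-05 for NDRG2.

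To see whether the KO effect was shared by the backgrounds, each KO clone was compared with the WT clone of its own background. In limma, 2619 genes differed between KO-1 and WT-1 and 3326 between KO-2 and WT-2. Clones of one genotype differed too, at 2045 genes for WT-2 against WT-1 and 2115 for KO-2 against KO-1. The replicate block raised these counts most, to 4718 for KO-1 against WT-1, 5472 for KO-2 against WT-2 and 4238 for WT-2 against WT-1. Across 13634 genes, which are not independent replicates, the log2 fold changes of both backgrounds correlated with a Pearson r of 0.41 and a Spearman coefficient of 0.31, against 0.21 and 0.12 for the difference between backgrounds in WT and in KO. The sign was shared by 60.3% of all genes tested. Both backgrounds called 1045 genes, where 639 were expected from independent calls, and 861 of these changed in the same direction. The differences between backgrounds in WT and in KO also shared more calls than expected, 558 against 317, with 379 in the same direction, so an excess of shared calls is not particular to the KO effect. Both of these comparisons set the same backgrounds against each other and may share that difference. They therefore do not show what excess would arise with no shared effect. The interaction was called at 1696 genes in limma (3910 at an unadjusted p below 0.05), of which 148 were also among the 1216. The replicate block raised this count to 3819. Of the sum of squares over all genes tested, genotype accounted for 39.6%, background for 25.3%, their interaction for 16.5% and residual differences between libraries of a clone for 18.6%. Without a minimum count, the share of genotype was 30.5%.

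**Figure D2:**
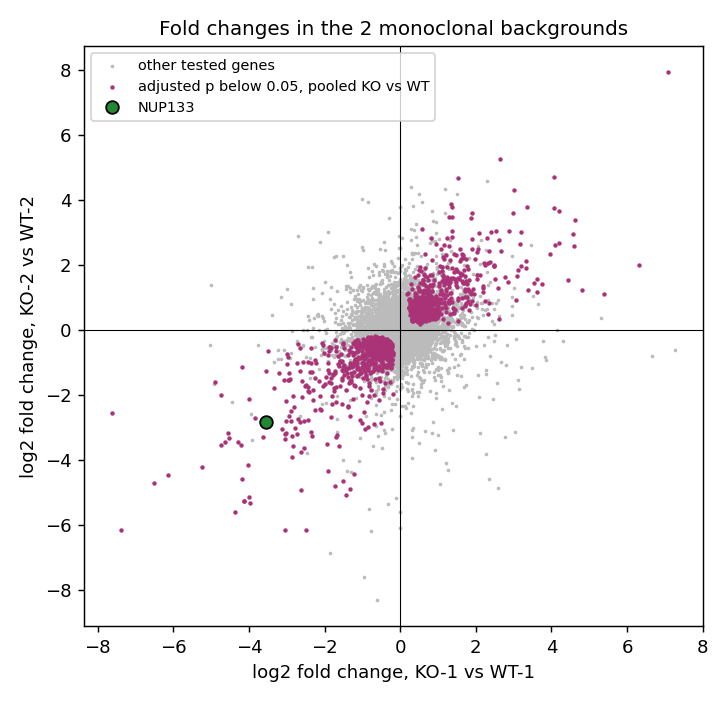
Log2 fold change of KO-1 against WT-1 (horizontal axis) and of KO-2 against WT-2 (vertical axis) for the 13634 genes tested, with each gene drawn as a point. The values correlated with a Pearson r of 0.41, and the 1216 genes called in the pooled comparison share a sign in both backgrounds, which the selection of these genes favours.

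Of 15 genes named by rule, 5 had unequal changes in the backgrounds at an adjusted p below 0.05 in the limma interaction. Besides PPME1 these were SOX17 (at least 3.52 on the log2 scale with KO-1 at the floor, less negative in background 2, adjusted p = 0.000903), PCDH20 (-1.36, adjusted p = 0.0290), SERPINB2 (-4.31, adjusted p = 0.000933) and NDRG2 (-2.01, adjusted p = 0.0108). With the replicate block the interactions of GDF6 (limma, adjusted p = 0.0348, range 0.0343 to 0.0841 over 8 alternatives) and DUSP15 (limma, adjusted p = 0.0323, range 0.0293 to 0.114 over 8 alternatives) passed as well. SERPINB2 was at 3070 normalized counts in KO-1 and 258 in KO-2 on average.

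Gene lists were then set against the functional clusters that the study had examined. Cell junction genes (64 tested) were lower in KO, with a median log2 fold change of -0.15 (camera, adjusted p = 0.0200, unadjusted p = 0.00285). Among them 14 genes were called, 3 higher and 11 lower, and 17 when adjusted over the list alone. CDH6 fell by 3.13 on the log2 scale (limma, adjusted p = 5.45e-05). It lies in the chromosome 5 stretch that was lower in KO-2 and stayed called with the regional median removed, an alternative chosen after seeing the data (limma, adjusted p = 2.75e-05, range 3.32e-41 to 0.0459 over 25 alternatives). Of the lists given here only cell junction genes passed in camera and in fry (adjusted p = 0.0137), and none passed with a correlation estimated from the data (cell junction genes 0.594), which moved this result most (range 0.0013 to 0.594 over 27 alternatives). It also failed with quantile scaling, in background 2 alone and with a minimum of 50 counts, and 3 of the 35 splits of the 8 libraries gave a p as small. Histone genes (22 tested of 73) had a median log2 fold change of 0.57 and did not pass (camera, adjusted p = 0.248), with 3 genes called, all higher, and 8 adjusted over the list alone. This median was 0.15 without KO-1 replicate 2, 0.34 without KO-2 replicate 2 and 0.38 without WT-2 replicate 2, and -0.10 with a minimum of 50 counts. Ribosomal protein genes (78 tested) had a median of -0.12 and did not pass (camera, adjusted p = 0.0763), with 1 gene called and 0 adjusted over the list alone (8 at an unadjusted p below 0.05). Their median was -0.21 without WT-1 replicate 1 (camera, adjusted p = 0.000151) and -0.14 without KO-1 replicate 2 (camera, adjusted p = 0.0133), which passed (range 2.44e-05 to 0.702 over 27 alternatives), it was -0.021 without WT-2 replicate 2, and it was 0.011 with quantile scaling and 0.080 in background 1.

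Other nucleoporin transcripts (31 tested, NUP133 left out) had a median log2 fold change of 0.041 and did not pass (camera, adjusted p = 0.710). The median was 0.016 without KO-2 replicate 1, 0.021 without WT-2 replicate 1, 0.061 without WT-1 replicate 2, 0.098 without WT-1 replicate 1 and 0.096 without KO-1 replicate 2. In limma, background 1 alone called 2 of these genes, background 2 alone 11, a background term 4 and clone means 0. In the main fit NUP205 was the single gene called, also when adjusted over the list alone (1), against 8 at an unadjusted p below 0.05. Its log2 fold change was 0.41 (limma, adjusted p = 0.0270), and the call was lost in 6 of 8 fits that left out a library, at adjusted p from 0.0591 to 0.0707. NUP205 lies on chromosome 7, which was higher as a whole in both KO clones. With the regional median removed its adjusted p was 0.418 in limma (range 0.00179 to 0.423 over 25 alternatives).

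Podocyte markers (53 tested) had a median log2 fold change of -0.15 and did not pass (camera, adjusted p = 0.218). They passed without WT-2 replicate 2 (median -0.18, camera, adjusted p = 0.0496, range 0.00809 to 0.852 over 27 alternatives). EZR (log2 fold change -0.93, limma, adjusted p = 0.00233) was among 2 genes called, both lower, and 1 gene passed when adjusted over the list alone. Background 1 alone called 20 markers, background 2 alone 13, a background term 9 and clone means 0. Integrin adhesion genes (74 tested) had a median of -0.13 and did not pass (camera, adjusted p = 0.248), with 5 called, 3 higher and 2 lower, and 5 adjusted over the list alone. Among them TGM2 fell by 1.66 on the log2 scale (limma, adjusted p = 0.00117). Each background alone called 27 integrin adhesion genes, a background term 17 and clone means 0. The median was -0.058 without KO-1 replicate 2, and it was -0.30 in background 1 and 0.11 in background 2.

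Called genes were also placed along the chromosomes. On chromosome 7, 168 of 671 genes tested (25.04%) were called, 156 of them higher in KO, and on chromosome 18 there were 46, all higher, against 7.88% of genes called on the other chromosomes. Among these others, chromosome 14 had 61 of 445 genes called (13.7%), 55 of them higher, and chromosome 17 had 13.1% of 816, 97 of them lower, while none of the rest exceeded 9.81%. The median log2 fold change of chromosome 7 was 0.35 in background 1 and 0.33 in background 2, and 0.025 between the WT clones. That of chromosome 18 (199 genes) was 0.29 and 0.32. In KO-1, 520 genes on chromosome 1 between 143955287 and 229343047 (FAM72C to CCSAP) had a median of -0.40 and 86.0% of them were lower than in WT-1, where 10000 random sets of 520 genes gave medians from -0.074 to 0.071. Relative to the mean of the 4 WT libraries the median was -0.42 and -0.40 in the KO-1 libraries. The same genes had a median of -0.026 in KO-2 against WT-2. In KO-2, 113 genes on chromosome 5 between 92168 and 50443345 (PLEKHG4B to EMB) had a median of -0.97 and 92.9% of them were lower, against a median of -0.10 in KO-1. Segments shifted by more than 0.2 held 22.4% of 13527 placed genes in KO-1 against WT-1 and 30.1% in KO-2 against WT-2, but also 23.2% between the WT clones and 20.8% between the KO clones. With the running median of neighbouring genes removed, 817 genes were called in limma, of which 659 were among the 1216. Shuffled positions gave 1196.

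**Figure D3:**
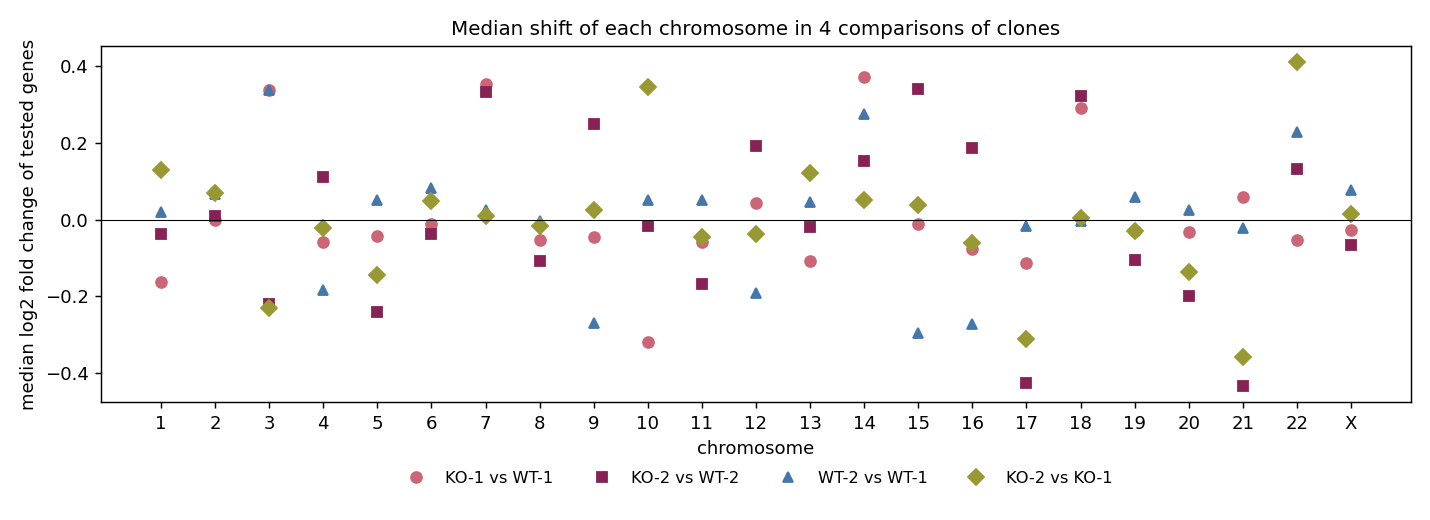
Median log2 fold change of the genes tested on each chromosome in 4 comparisons of clones. Chromosome 7 lay at 0.35 and 0.33 in the KO against WT comparisons and at 0.025 and 0.010 in those within a genotype.

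**Figure D4:**
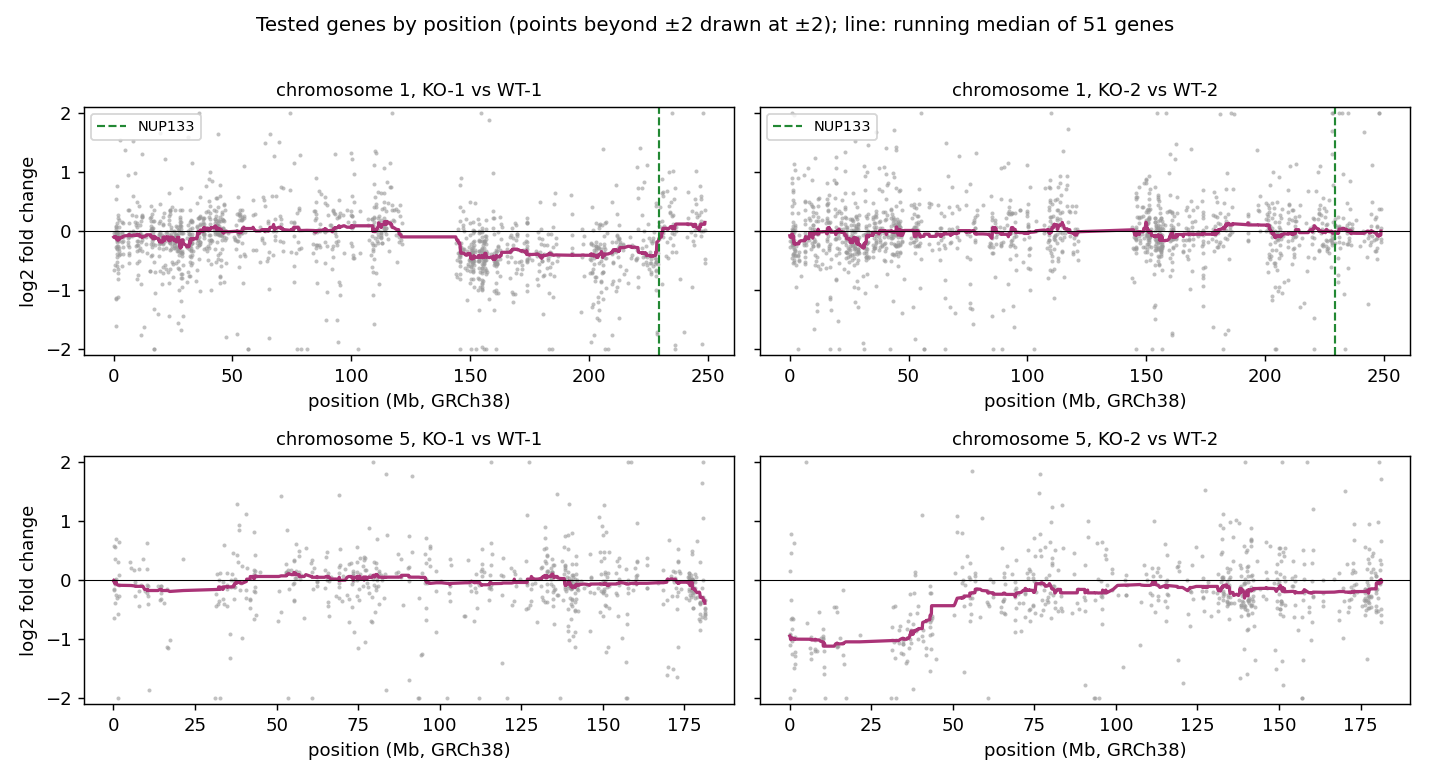
Log2 fold change of genes along chromosomes 1 and 5 by position, with points beyond 2 in size drawn at 2, lines for the running median of 51 genes and a dashed line at NUP133. The chromosome 1 genes lower in KO-1 (median -0.40) end between CCSAP and ABCB10, next to NUP133, and the chromosome 5 genes lower in KO-2 have a median of -0.97.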

Values the study reported

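The study reported 2069 genes with an adjusted p-value under its threshold between NUP133 KO and WT podocytes, and 324 of them also exceeded its limit on fold change.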

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

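Designs and alternatives fixed before the data were examined, such as the interaction and the replicate block, keep that status in this part. Among tests added here, GC content for ribosomal and integrin adhesion genes and scaling for ribosomal genes were chosen before their results were seen. All others were chosen only after.

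Among 50 groups of 4 libraries of a genotype, 3 had a library far from the others, where chance gives 2.5 (1 in 20). Normalized counts were 1.35 for PREX2 in KO-2 replicate 1 against no read in the other KO libraries, 4.05 for HS6ST2 in WT-2 replicate 1 against no read in the other WT libraries, and 102 for SERPINB2 in WT-2 replicate 1. PREX2 and HS6ST2 rest on 2 and 5 reads. The chance that all reads of such a gene fall in 1 of 4 libraries by depth alone was 0.260 for PREX2 and 0.00588 for HS6ST2. With this few reads, and genes chosen because they looked unusual, chance in the counting cannot be told apart from a real difference.

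SERPINB2 in WT-2 replicate 1 was not a matter of counting noise: it had 126 reads there and 29 in WT-2 replicate 2, an exact binomial p of 3.07e-07 given the depths. Because SERPINB2 and HS6ST2 were high in the same library and are higher in KO, RNA of KO-1 cells in that library was a candidate explanation. It would take 2.04% of the KO-1 level. In 8 other genes that were low in the other WT libraries and high in KO-1, the excess had a median of 1.30% of the KO-1 level and ranged from -1.99% to 5.90%, with 3 genes at or above the share needed. A stricter choice tried first had left 3 genes, and the choice used here was made after seeing those. This mixing cannot be told apart from variation between cultures of the clone, since the spread of the genes covers both no admixture and the share needed. The regulation of SERPINB2 within the WT-2 clone stays open and was not tested.

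The KO effect differed between the backgrounds for 5 of 15 named genes in the limma interaction, by -0.53 on the log2 scale for PPME1, at least 3.52 for SOX17 (KO-1 at the floor of 3 reads), -1.36 for PCDH20, -4.31 for SERPINB2 and -2.01 for NDRG2. Regional shifts as the whole source are argued against, as each interaction stayed below 0.05 with the regional median removed (highest limma adjusted p = 0.0494, for PPME1, range 0.00229 to 0.0494 over 8 alternatives). The same holds for GC content and transcript length corrected together with the replicate block (highest limma adjusted p = 0.00552) and for few reads and the pseudocount, which edgeR does not use (highest adjusted p = 0.0348). For PPME1 the KO clones lay close (1036 in KO-1 and 1104 in KO-2 on average) and the WT clones apart (3371 in WT-1 and 5210 in WT-2). Its interaction thus follows the WT levels. NDRG2 was at 3.93 in WT-1 and 34.8 in WT-2, against 118 in KO-1 and 215 in KO-2. What stays open is a response to NUP133 loss that may depend on the background, and differences between the clones unrelated to NUP133. Each background holds 1 clone per genotype, so a clone's own features go with the interaction, and neither was tested.

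The interaction was called at 1696 genes. With the regional median removed it was called at 638, of which 579 were among the 1696. With the replicate block it was called at 3819 genes and, with the regional median also removed, at 2228, so that regional shifts may account for part of these calls and are argued against as the source of all of them. The remaining interaction carries the same limit of 1 clone per genotype and background.

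Among gene lists, the median interaction was 0.36 for integrin adhesion genes, -0.32 for ribosomal protein genes and 0.19 for podocyte markers (camera, adjusted p = 2.54e-06, 2.54e-06 and 0.0431). None of these passed in fry (adjusted p from 0.121 to 0.137), and all 3 did in fry with the replicate block (adjusted p = 0.00698 for integrin adhesion, 0.0114 for ribosomal and 0.0152 for podocyte genes). For integrin adhesion genes, GC content and transcript length are argued against, since the median was 0.36 after their correction (camera with the block, adjusted p = 4.42e-05). Of the 35 splits of the 8 libraries only 1, the one that crosses genotype with background, had a camera p as small, and so 1 of the 18 that balance the replicate numbers as it does.

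For ribosomal protein genes the median interaction was -0.20 after GC and length correction (camera with the block, adjusted p = 0.000445) and -0.17 after quantile scaling (camera, adjusted p = 0.00755), which argues against these as the whole source. A camera p as small came from 7 of the 35 splits, 5 of them not balanced for replicate number, and from 2 of the 18 balanced ones, the crossed split included. For podocyte markers the counts were 5 of 35, and 3 of the 18 balanced ones. As 18 splits are too few for a share under 0.05, variation between libraries unrelated to clone cannot be told apart from a difference between backgrounds in the KO response, or between clones, for any of the 3 lists (integrin adhesion, ribosomal protein and podocyte genes). After GC and length correction with the block the median of podocyte markers was 0.13, which did not pass in camera (adjusted p = 0.230) but did in fry (adjusted p = 0.0266). As the set tests disagree and the correction both lowered the median and left it positive, GC content cannot be told apart from a remaining effect for this list.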

How the results depend on the processing

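Removal of the regional median, alone and with the replicate block, and DESeq2 with shrunken fold changes were chosen after seeing the data, as was every test that refers to them. Over 15 results and 318 alternatives, 268 kept their direction and side of the threshold or, for counts of genes, stayed within 1.5-fold, 22 fell below the threshold or were counts that shrank by more, 21 did the opposite, 3 shares of variance moved and 4 medians reversed. The share of called genes with the same sign in both backgrounds, which is among these results, was 100% in every setting. The selection of these genes favours that, so its alternatives do not show stability. List medians were judged by direction and threshold alone, and of the 145 that kept both, 15 shrank and 6 grew by over 1.5-fold. The causes were not tested unless stated.

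The 1216 genes called between KO and WT depended most on how clones were treated. A background term gave 2330 genes, which contain all 1216, by taking background differences out of the residual. The clone as a random effect gave 227 (within-clone correlation 0.538), all among the 1216, and means per clone gave 11 with 1514 at an unadjusted p below 0.05, both by counting fewer independent samples. Background 1 alone gave 2395 and background 2 alone 2889. An adjusted p below 0.01 left 291. DESeq2 called 2058 genes and with shrunken fold changes 2068, while edgeR on the same reads called 1129. Of genes over 2-fold (448), clones as a random effect left 184, clone means 11, a minimum of 50 counts 293 and a test against a 2-fold change 43, by construction in the last case, while background 1 alone gave 824, background 2 alone 941 and DESeq2 673 (324 with shrunken fold changes). Across the 8 fits that each left out a library, counts ranged from 584 to 1105, and from 329 to 412 over 2-fold.

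For the clone comparisons, the replicate block gave 4718 genes for KO-1 against WT-1, 5472 for KO-2 against WT-2, 4238 for WT-2 against WT-1 and 3819 for the interaction. The regional median removed gave 1486, 1912, 1169 and 638, or 3427, 3778, 3036 and 2228 together with the block, and robust moderation 1268 for WT-2 against WT-1 and 997 for the interaction. Fits that each left out a library of another clone gave 2344 to 2716, 2899 to 3479 and 2048 to 2145 genes for the first 3. Fits that would leave 1 library in an arm, and any for the interaction, were not run. The share of variance of genotype was 30.5% with no minimum count, 41.9% with a minimum of 50 and 42.7% with the replicate block. The block changed the call of CALD1 (limma, adjusted p = 0.0521, range 0.000766 to 0.405) and the interaction calls given above. In all 5 list members, CALD1 among them, lost a call with the block and 2 gained one.

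The cell junction median was -0.10 with a minimum of 50 counts (camera, adjusted p = 0.0989), -0.12 with quantile scaling (0.0514), -0.074 in background 2 alone (0.212) and -0.15 with an estimated correlation (0.594), none of which passed (range 0.0013 to 0.594). The histone median was 0.45 with no minimum count (camera, adjusted p = 0.0127) and reversed to -0.10 with a minimum of 50 (0.668, range 0.0127 to 0.702), where fewer genes were tested. With no minimum, podocyte markers (-0.14, camera, adjusted p = 0.0343) and ribosomal protein genes (-0.12, 0.0135) also passed. In background 1 alone the medians were -0.30 for integrin adhesion genes (camera, adjusted p = 0.00107), -0.27 for podocyte markers (0.00809) and, reversed, 0.080 for ribosomal protein genes (0.178). In background 2 alone they were, reversed, 0.11 for integrin adhesion genes (camera, adjusted p = 0.212), -0.011 for podocyte markers (0.852) and -0.28 for ribosomal protein genes (2.44e-05). Quantile scaling reversed ribosomal protein genes to 0.011 (camera, adjusted p = 0.433). Ranges over 27 alternatives were 0.00107 to 0.776 for integrin adhesion, 0.00809 to 0.852 for podocyte and 2.44e-05 to 0.702 for ribosomal protein genes. Leaving out a library gave medians from -0.18 to -0.11 for podocyte markers and from -0.21 to -0.021 for ribosomal protein genes.

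Of 525 alternatives for 21 genes named individually, 478 kept their direction and side of the threshold and 47 lost the call, 17 of these with clone means, 3 with the clone as a random effect and 15 on leaving out a library. None became stronger or reversed (0 of each), and 4 genes were the same throughout. Reads per library ranged from 16125447 to 29120067. Genes with a few reads, such as HS6ST2 in WT, are uncertain at this depth, and the effect of depth on them was not tested.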

Other observations

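The pooled comparison and DESeq2 on recovered reads were fixed before the data were examined. Among tests added here, those of chromosomes 1, 5 and 7 (GC content, depth, few reads and DNA copies) were chosen before seeing their results. All others were chosen only after.

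The number of genes called between KO and WT was 1216. That is lower than the value quoted from the study above. DESeq2 on recovered reads called 2058 genes, so the choice of test may account for the difference. Over 2-fold, the main fit gave 448 genes, more than the 324 of the study, and DESeq2 gave 673. DESeq2 with shrunken fold changes, an alternative chosen after seeing the data, gave 2068 genes, 324 of them over 2-fold. Shrinkage of fold changes may therefore account for the difference in the shorter list.

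Splitting the 8 libraries 4 against 4 in all 35 ways, only 1 split, the real one, gave as many as 1216 called genes, and only 1 gave as many as 448 over 2-fold. Of the other 34 splits, 17 kept each replicate number balanced between the sides, as the real one does, and these called at most 110 genes. The 110 came from the split by background. Of the gene lists, 3 splits gave a camera p as small as the real one for cell junction genes, 16 for histone genes, 23 for integrin adhesion genes, 22 for nucleoporin genes, 13 for podocyte markers and 24 for ribosomal protein genes, so for each list variation between libraries may give such a value. Among the 18 balanced splits, the real one included, these counts were 2, 8, 10, 12, 6 and 10 in the same order. Only 3 splits keep clones whole, so with 2 clones per genotype an effect of NUP133 loss cannot be told apart by such splits from differences between clones unrelated to genotype, of which the split by background (110 genes) is an example.

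Genes called in the pooled comparison were concentrated on chromosomes 7 and 18, with 168 and 46 calls, of which 202 were higher in KO. Chromosomes 14 and 17 came next, with 13.7% of genes called (55 higher and 6 lower) and 13.1% (10 higher and 97 lower). With the regional median removed 557 calls were lost, 138 of them on chromosome 7, chromosomes 14 and 17 had 23 and 43 calls, and 817 genes were called in all, which argues against regional shifts as the whole source of the calls. For chromosome 7, the median shift was 0.36 in KO-1 after GC and length correction, 0.34 in the KO library that showed it least and 0.34 for genes with at least 500 normalized counts (0.26 in KO-2), which argues against GC content, depth and few reads. In KO-1 81.1% of its genes were higher. Shifts of the chromosome 1 region in KO-1 were -0.41, -0.40 and -0.42 in the same tests, with 86.0% of genes lower, and those of the chromosome 5 region in KO-2 were -0.96, -0.92 and -1.02, with 92.9% lower. The chromosome 1 and 5 shifts were each seen in 1 KO clone. Since the regions were found by genes shifting together, these shares do not test a change in the number of DNA copies, which cannot be told apart from regulation of a region by RNA alone, and DNA was not analysed here. Other segments were shifted about as much and were not followed up. In KO-1 against WT-1 these included 422 genes of chromosome 10 (median -0.39) and the whole of chromosomes 14 (0.37) and 3 (0.34). In KO-2 against WT-2 they included 117 genes of chromosome 20 (-0.57), 512 of chromosome 17 (-0.50) and 243 of chromosome 11 (-0.45). Chromosomes 21 (-0.43) and 15 (0.34) were also shifted there. Chromosome 3 was shifted as a whole between the WT clones too (WT-2 against WT-1, median 0.34). The chromosome 7 shift was present in both KO clones and absent between the WT clones (median 0.025), but with 2 clones per genotype selection during culture, chance and NUP133 loss itself stay open, and none was tested.

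The chromosome 1 region of KO-1 ended at NUP133. Its border lay between CCSAP, which ends at 229343047, and ABCB10, which starts at 229516582, and no tested gene lies between that border and NUP133 (0 genes), which had been left out of the scan. The median log2 difference was -0.53 in the 20 genes before the border, 18 of them lower, and 0.068 in the 20 after it, 6 of them lower. The 79 genes further along had a median of 0.093. Only 0.179% of the border positions on the long arm are as close to NUP133. But 1000 bootstrap draws placed the border within an interval of 29 genes (MRPL55 to SIPA1L2), and the contrast had 4 borders. As the closeness also prompted the test, this share cannot decide against a break placed anywhere on the chromosome. A break that began at the Cas9 site in NUP133 stays a possible source of the lower expression before it, and was not tested. Loss of all that lies beyond the site would lower the 79 genes further along. Their median of 0.093 argues against a loss of that kind. The chromosome 10 segment of KO-1 has a similar shift and lies on a chromosome without NUP133. It runs to the last tested gene of its chromosome, which the chromosome 1 region does not. Shifts of this size therefore also arose away from the edited gene, and Cas9 was not shown to be needed for either region. This was noticed in the data and tested on the same data, the clone made with each guide was not explicit, and sequence of the DNA was not analysed here.

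Calls in the gene lists were also examined by position. Of 25 list members called, 4 lie on chromosome 7. Of the 3 that were higher in KO, TRIP6 and NUP205 were not called with the regional median removed (smaller limma adjusted p = 0.361, for TRIP6, range 0.00105 to 0.368 over 25 alternatives), so the shift of the chromosome may be the whole source of these 2 calls. CALD1 was not called either (limma, adjusted p = 0.2142, range 0.000766 to 0.405 over 25 alternatives), so its pooled call also depended on the shift. It rose by 0.19 on the log2 scale in background 1 and 1.10 in background 2. This difference remained with the regional median removed (limma interaction, adjusted p = 0.0190, range 0.000162 to 0.0190 over 8 alternatives). That argues against the shift as the whole source of the difference between backgrounds, and does not test the pooled call. CLDN4, the 1 lower in KO (log2 fold change -1.85, limma, adjusted p = 0.0161), changed against the direction of the shift, so removal of the shift could not test its call. Of the 21 other list members, 12 stayed called.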
